A study of Mus musculus with 12 samples. Its data were reported in "Zeb2 Regulates Cell Fate at the Exit from Epiblast State in Mouse Embryonic Stem Cells" (2016).

How the data were processed

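Genomic DNA from 12 samples of mouse embryonic stem cells (ESCs) of the CD1 strain was profiled by reduced representation bisulfite sequencing (RRBS). In RRBS, DNA is cut with a restriction enzyme at CpG-containing sites, short fragments are treated with bisulfite and sequenced, and each CpG cytosine is read as methylated or unmethylated. The labels give 6 groups, Ctrl (Zeb2 fl/fl) and KO (Zeb2 -/-) at d0, d4 and d6, with 2 libraries per group from 2 independent experiments. ESCs were held in the ground state at d0 with LIF and inhibitors of MAPK and GSK3 signalling, grown as embryoid bodies in serum to d4, and then moved to a serum-free neural medium with retinoic acid until d6.

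According to the labels and the study's methods, the authors isolated DNA with proteinase K and isopropanol and made libraries with a commercial RRBS kit. The submitters' processing notes name CASAVA 1.8.2, Trim Galore 0.3.7, FastQC, Bismark 0.14.1 with Bowtie2, R 3.1.3 and methylKit 0.9.4, and the genome build mm10 (GRCm38). Trim Galore was run in its RRBS mode, which removes the bases filled in at the cut site. Without that step those bases would be read as unmethylated. The authors removed CpGs of low depth and those of extreme coverage, kept CpGs covered in all samples, and summed calls in tiles of 400 bp. Positions with few reads in any group are therefore outside every result given here, and the tiles cover only the part of the genome that restriction fragments reach. All RRBS fragments from a cut site start at the same base, so PCR copies cannot be told from separate molecules by position. Whether duplicate reads were removed is not given in the sources used here.

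The authors deposited 7 tables of pairwise comparisons. Each holds, per tile, the coverage in CpG calls that the authors deposited for a group. Beside it stand the counts of methylated and unmethylated calls, which are raw counts that the authors did not normalize. The deposited tables also give the methylation level in percent, which equals the methylated share of the calls, and the difference between groups in percentage points. A q-value from the authors' methylKit test is deposited beside each difference. A further column gives a whole number per tile that the header does not explain. It was read as the number of CpG cytosines with the strands counted separately, because in 184556 of the 184564 tiles it was no more than double the number of CpGs in the reference sequence. Tiles with 1 such cytosine numbered 53604, tiles with 2 numbered 43542, and 87418 tiles (47.4%) had 3 or more.

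The calls of the 2 libraries of a group are summed in these tables, so every value is the authors' pooled value and carries no SD. A test of pooled calls compares pooled libraries, not conditions, and no replicate check could be made. The first library of a group cannot be compared with the second. All intervals and p-values cover counting error only. CpG calls on the same fragment, and PCR copies of a fragment, are not independent, so the p-values are too small. An alternative that divides calls by the number of CpG cytosines was therefore run, called each fragment counted once below. It was run for the tile calls, the promoter calls and the difference of changes, and not for the overlap of tile sets. It gives the mean number of calls per cytosine. That is below the number of fragments where a tile holds several fragments or both strands were read, so this setting can be too strict. Deletion of Zeb2 cannot be checked from methylation calls.

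Each tile was tested with a two-sided Fisher's exact test on methylated and unmethylated calls, for 7 comparisons, with Benjamini-Hochberg adjustment over all tiles. Tiles needed at least 10 calls in both groups, which all 184564 deposited tiles had. A tile was called higher or lower when its adjusted p was under 0.05 and its level differed by more than 20 percentage points. Promoters were defined as 1 kb either side of the 5′ end of a protein-coding gene (GRCm38, GENCODE annotation). Calls were summed over the tiles overlapping a promoter, and promoters with at least 30 calls in both groups were tested and called in the same way. Neighbouring genes can share a promoter tile. The difference of the d4 to d6 changes between KO and Ctrl was tested per tile with a z test on percentage points, with 1 methylated and 1 unmethylated call added. Promoters of high and low CpG ratio (observed over expected) were separated at 0.29, as in the study. Remaining tiles were classed as exon, intron or intergenic, and a tile was called repeat-rich when at least 50% of it was soft-masked in the reference.

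For 15 gene lists fixed before the data were examined, the median promoter change was set against 10000 random lists of the same size matched on decile of promoter level. The lists were naive pluripotency, pluripotency genes the study followed, epiblast, epithelial and mesenchymal, DNA methylation machinery, neural, mesoderm, endoderm, trophectoderm, fibroblast, germline, imprinted genes maternally methylated at the promoter, housekeeping, Hox clusters and clustered protocadherins. Genes are not replicates, so a percentile describes these libraries and is no p-value. Genes to be named were also fixed beforehand. The rule took Zeb2, Tet1, Tet2, Tet3, Dnmt1, Dnmt3a, Dnmt3b, Dnmt3l, Nanog, Pou5f1 and Cdh1 where covered. It added, per comparison, the 10 called promoters with the largest rise and the 10 with the largest fall that had at least 3 CpGs and 50 calls in both groups. It further took up to 4 members of each list by absolute change, and 3 called tiles each way under the same minimum of CpGs and calls. CpG numbers are numbers of CpG cytosines throughout.

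The tests were tested on simulated data in which 200 of 184564 tiles were changed. For KO d6 against d4, 49.5% of changes of 30 points and 84.5% of changes of 50 points were recovered, with 2 and 3 false calls. With each fragment counted once, 2% and 46% were recovered and no false call was made. The simulated calls were drawn independently and with no spread between libraries. The numbers of false calls therefore do not show how many calls in the real libraries are false. For KO against Ctrl at d6, 53% and 81.5% were recovered from every call. For d4 against d0 the shares were 38% and 83% in Ctrl, and 47.5% and 85% in KO. The test of the difference of changes recovered 39.5% and 77%. The adjustment is stricter when few tiles change. From d0 to d4 in Ctrl, 130074 tiles had a higher level at an adjusted p under 0.05, by any amount. The shares recovered with 200 changed tiles therefore do not carry over to comparisons in which many tiles change.

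Alternatives listed before the data were examined were a coverage minimum of 30, tiles with at least 3 CpGs, the authors' deposited q-value, each fragment counted once, autosomes only, other weights for mean levels, a log odds scale for the difference of changes, promoters of 2 kb either side, and a promoter minimum of 100 calls. Leaving out chromosomes 12 and 17 was chosen after seeing the data. Enhancers, CpG islands, canyons and sites bound by Tet1 were not analysed here. The computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0, pysam 0.24.0 and matplotlib 3.10.9.

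Some members of the gene lists are counted in their lists but their own levels are not reported here.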

Results

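CpG methylation was measured by RRBS in mouse ESCs with an intact Zeb2 gene (Ctrl, floxed alleles) and in Zeb2 knockout (KO) ESCs. Zeb2 encodes a zinc finger transcription factor that acts in neural and mesenchymal development. Cells were collected in the ground state (d0), as embryoid bodies (d4), and after retinoic acid was added in neural medium (d6). The study describes Ctrl cells at d4 as multipotent progenitors and KO cells at d4 as epiblast-like. The 12 samples form 6 groups of 2 libraries, and each group is present as the pooled calls of its libraries, so no value below has a replicate error. The tables hold 184564 tiles of 400 bp with 640609 CpG cytosines (GRCm38/mm10). Ctrl groups held 21953533 CpG calls at d0, 23410901 at d4 and 30876971 at d6. KO groups held 22755736, 26482600 and 21805607 calls on the same days. The median number of calls per tile ranged from 72 in KO at d6 to 106 in Ctrl at d6. Below, higher, lower, rose and fell are used of tiles and promoters whose pooled calls differed by more than 20 percentage points at an adjusted p under 0.05 (Fisher's exact test, two-sided). Promoters and tiles named for the size of their change had at least 3 CpG cytosines and 50 calls in both groups, and list members at least 30 calls.

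The covered tiles of both lines were lowly methylated at d0 and had an intermediate mean level at d4. At d6 the level of KO cells lay below that of Ctrl cells. The mean level over tiles was 15.6% at d0, 47.0% at d4 and 46.1% at d6 in Ctrl, and 15.5%, 46.0% and 41.1% in KO. Tiles above 80% methylation made up 0.142%, 14.9% and 14.0% of tiles in Ctrl, against 0.154%, 13.7% and 7.88% in KO. Tiles below 20% made up 27.4% in Ctrl and 28.4% in KO at d6. Over all calls, the level at d6 was 43.8% in Ctrl and 38.3% in KO, where the 95% Wilson interval ran from 38.3 to 38.4%. That interval covers counting error only.

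**Figure D1:**
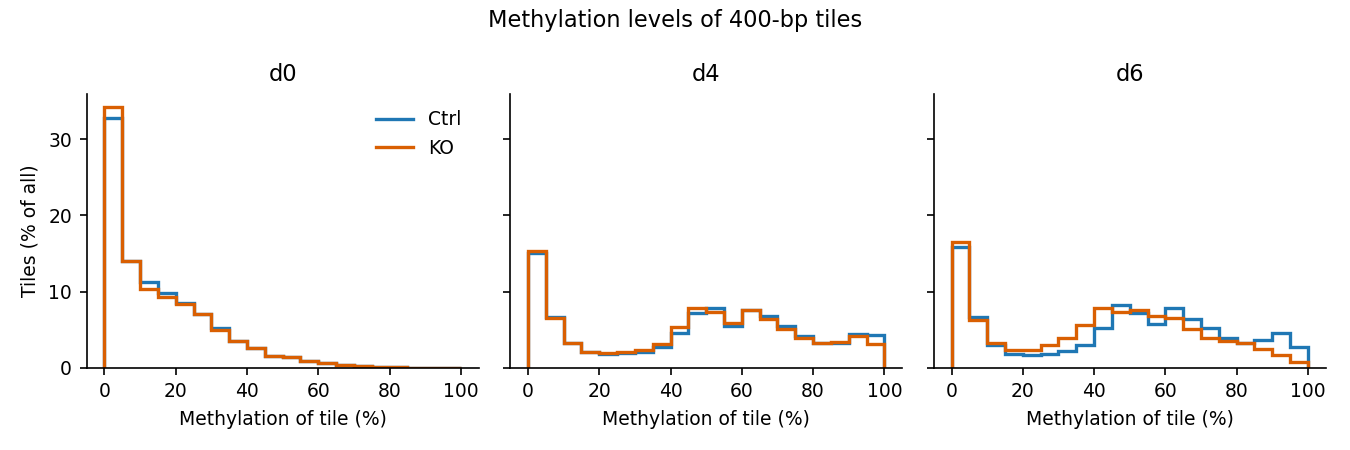
Distribution of tile methylation levels (x axis, percent in 5-point bins; y axis, percent of tiles) in Ctrl and KO cells, with a panel each for d0, d4 and d6. The curves of both lines lie together at d0 and d4, and at d6 the share of tiles above 80% is 14.0% in Ctrl and 7.88% in KO.

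Promoters of high CpG ratio stayed lowly methylated, with 3.60%, 11.3% and 10.9% in Ctrl and 3.64%, 11.5% and 10.1% in KO at d0, d4 and d6. Promoters of low CpG ratio had 14.1%, 48.8% and 47.5% in Ctrl and 13.3%, 47.7% and 41.9% in KO. Introns had 17.1%, 53.0% and 51.9% in Ctrl against 16.5%, 51.7% and 45.9% in KO. Exons had 50.8% in Ctrl and 45.0% in KO at d6, and intergenic tiles had 52.1% and 46.6%. Tiles that were at least 50% soft-masked repeat had 54.2% and 49.2%, and chromosome X had 44.1% and 39.8%. From d4 to d6 in KO, the mean change was -5.84 points in introns (range over autosomes, -6.25 to -5.34) and -1.48 in promoters of high CpG ratio (-1.75 to -1.22). Chromosomes are not replicates, so these ranges describe the spread along the genome.

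**Figure D2:**
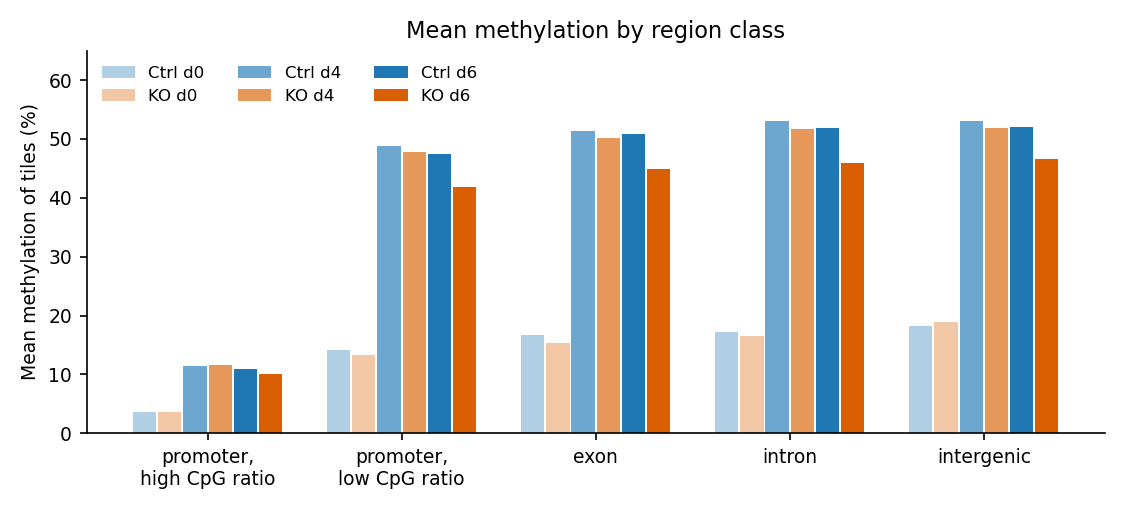
Mean methylation level of tiles (y axis, percent) by region class in the 6 groups of Ctrl and KO cells at d0, d4 and d6. At d6 each class has a lower bar in KO than in Ctrl, with 45.9% against 51.9% in introns and 10.1% against 10.9% in promoters of high CpG ratio.

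The change from d0 to d4 in Ctrl cells asks how methylation is acquired when ground-state cells form embryoid bodies. Methylation rose in 118965 of 184564 tiles (64.5%) and fell in 19, and 2221 of 12264 promoters rose while none fell. The largest rise was at Arhgap30 (5′ end on chromosome 1 at 171388954), from 5.56% of 72 calls to 81.3% of 150. Rac2 (chromosome 15 at 78572783), went from 6.25% to 77.4%, and the retrogene Wdr20rt (chromosome 12 at 65225517) from 1.81% to 76.5%. Tex50 had 4.8% and 73.9%. Rdm1 (4.01% to 79.1%), Dnajb7 (4.66% to 75.1%), Arl9 (7.99% to 77.4%), Tuba3b, an alpha-tubulin gene (9.57% to 78.8%), and the unnamed loci B430306N03Rik (2.60% to 78.2%) and C130032M10Rik (5.96% to 75.0%) completed the 10 largest.

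Among the gene lists, germline genes gained most. The median over 14 covered members was 48.1 points, at percentile 99.7 of the random lists, and 11 rose. The synapsis gene Hormad1 rose from 9.48% to 65.7%, the RNA-binding germ cell gene Dazl from 10.9% of 1253 calls to 63.6% of 1463, and Brdt, a bromodomain gene of spermatogenesis, from 5.14% to 57.4%. Naive pluripotency genes had a median of 15.7 points over 11 members (percentile 82.8) and 4 rose. These were Dppa3 (2.20% to 41.8%), the nuclear receptor gene Esrrb (8.09% to 47.4%), the threonine dehydrogenase gene Tdh (2.35% to 40.4%) and Zfp42, which encodes Rex1 (2.70% to 33.2%). Among the 4 covered pluripotency genes the study followed, only Lefty2 rose (2.86% to 24.1%, at 2 CpG cytosines), with a list median of 1.81 (percentile 17.4). The study picked that list from RNA expression in Ctrl and KO cells on the same days, so its count is not independent evidence. Pou5f1, which encodes Oct4, had 2.14% and 3.73%.

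Endoderm genes had a median of 25.8 points and 4 of 7 rose, among them Gata4 (20.1% to 63.9%) and Foxa2 (13.8% to 46.2%). Of 14 mesoderm genes, 4 rose (median 7.21), including Meox1 (9.66% to 61.2%), Tbx6 (7.07% to 58.1%) and Des, which encodes desmin (3.73% to 36.3%). Of 19 neural genes none rose (median 2.32, percentile 64.2). Sox1 had 5.86% and 18.2%, and Dbx1 5.55% and 16.5%. None of 9 epiblast genes was called (median 2.06), and Foxd3 had 2.81% and 11.4%. None of 16 epithelial and mesenchymal genes was called (median 4.15), with Snai1 at 3.38% and 16.4% and Cdh1 (E-cadherin) at 4.82% and 10.6%. Of 8 trophectoderm genes Gata3 rose (3.69% to 35.3%, list median 1.49), and of 4 fibroblast genes Fbln5 and Col1a2 rose (list median 11.9).

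In the DNA methylation machinery, 4 of 12 promoters rose, and the list median was 1.77. Dnmt1, the maintenance methyltransferase, rose from 7.55% of 106 calls to 61.8% of 131, and Tet3, a methylcytosine dioxygenase, from 21.6% to 63.9%. Each of these values rests on 1 tile, with 4 CpG cytosines at Dnmt1 and 3 at Tet3. Such a tile can lie anywhere within the promoter window, so it need not show the level at the 5′ end itself. Uhrf2 (2.06% to 23.3%) rose as well. Dnmt3a (2.13% and 3.56%), Dnmt3b (2.64% and 4.71%), Tet2 (3.67% and 5.14%) and Zeb2 itself (2.76% and 4.4%) stayed under 10%. Tet1, Dnmt3l and Nanog had no promoter with at least 30 calls and were not analysed here. Housekeeping genes had a median of 2.23 points, and 3 of 12 rose, Ywhaz (6.20% to 44.0%), Eef1a1 (7.0% to 41.4%) and Gusb (3.01% to 32.2%). Of 33 Hox genes 4 rose (median 5.16), led by Hoxa6 (9.18% to 44.6%), and of 27 clustered protocadherins 14 rose (median 20.8), led by Pcdhga2 (8.98% to 66.0%). Imprinted genes gained less than matched lists, with a median of 11.7 points at percentile 0, and Grb10 and Plagl1 were the 2 of 9 called. The same numbers of members were called when p was adjusted over the list alone, in each list of this comparison.

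The largest gains in single tiles lay on chromosome 12 at 86975201 to 86975600, 5.16 kb from Zdhhc22 (1.8% to 100%), and on chromosome 11 at 88994801 to 88995200, 3.19 kb from Coil (2.4% to 98.5%). An exon tile of Slco2a1 on chromosome 9 (103087601 to 103088000) went from 1.47% to 96.3%. Among tiles of at least 3 CpGs, 62469 rose and none fell. Of the 19 tiles that fell, 18 held 1 CpG. With promoters of 2 kb either side, 3345 rose.

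In KO cells the same interval asks whether cells without Zeb2 acquire methylation. Methylation rose in 118104 tiles (64.0%) and fell in 29, and 2348 of 12334 promoters rose while none fell. Arhgap30 went from 3.1% to 80.8% and Rdm1 from 7.72% to 79.9%. The claudin gene Cldn22 went from 3.77% to 80%, the myoglobin gene Mb from 0.870% to 73.9%, and Mep1b, which encodes a metalloprotease, from 2.01% to 73.1%. Crtap, a collagen modification gene, rose from 3% to 74.5%, Fam241b from 6.17% to 84.5%, Arl14 from 2.21% to 73.6%, 1700102P08Rik from 4.90% to 77.1%, and the lysosomal sialidase gene Neu1 from 25.7% to 96.3%.

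Germline genes again gained, with a median of 40.7 points (percentile 89.5) and 12 of 14 higher, such as Hormad1 (8.05% to 67.4%), Mov10l1 (26.6% to 78.7%) and Piwil2 (3.47% to 55.4%). Naive pluripotency genes had a median of 12.3 points (percentile 45.4). Dppa3 (3.05% to 50.2%), Tdh (2.69% to 38.7%), Esrrb (7.5% to 42.7%) and Dppa4 (3.34% to 23.9%) were the 4 that rose. Lefty2 rose from 0% to 23.1% and was the only call in the list the study followed, whose median was 2.60. Dnmt1 (2.86% to 64.6%) and Tet3 (19.7% to 66.4%) rose in KO as well, and 4 of 12 machinery genes were called (median 5.90). Mesoderm had 6 of 14 higher (median 12.5), endoderm 4 of 7 (median 22.9), trophectoderm 2 of 8 (median 4.01) and fibroblast genes 2 of 4 (median 13.5). Of the Hox genes 5 of 33 rose (median 5.90), of clustered protocadherins 13 of 27 (median 19), of housekeeping genes 3 of 12 (median 2.60), and of neural, epiblast, and epithelial and mesenchymal genes none. Imprinted genes had a median of 22.0 points (percentile 6.66) and 5 of 9 rose, led by Grb10 (11.9% to 69.6%). Adjusted over the list alone, these counts were the same. Of the tiles, an exon of Slc38a8 on chromosome 8 (119492001 to 119492400) went from 0% to 100%, where 114 and 87 calls were read. With tiles of at least 3 CpGs, 61910 rose and none fell.

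From d4 to d6 in Ctrl cells, which covers the first days with retinoic acid, few tiles moved. Methylation rose in 243 tiles (0.132%) and fell in 337 (0.183%), and of 12402 promoters 8 rose and 4 fell. Promoters that rose included Gna15, a G protein alpha subunit gene (9.09% to 33.7%), the zona pellucida gene Zp3 (28.9% to 52.2%), the testis protease gene Prss50 (12.1% to 32.8%) and Ndufc2, which encodes a subunit of respiratory complex I (37.0% to 57.3%). Samd13 (8.89% to 33.6%), Lyplal1 (17.1% to 40.6%) and 4933428G20Rik (9.09% to 31.2%) rose too. The 4 that fell were Mab21l2, an eye development gene (51.7% to 21.5%), the Notch pathway repressor gene Hes3 (59.6% to 38.4%), Ndufa4l2 (35.2% to 11.8%) and Zfp951 (53.6% to 30.8%).

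Germline promoters had a median of 4.0 points, at percentile 99.9 of the random lists, and none was called. Ddx4, a germ cell RNA helicase gene, had 24.8% and 42.7%, and Sycp3 29.8% and 42.5%. Dppa4 had 18.8% and 37.0% and Dppa3 41.8% and 56.1%, below the 20-point minimum. Pou5f1 had 3.73% at d4 and 11.6% at d6, and the list the study followed had a median of 3.04 (percentile 98.6). Hox genes had a median of -1.83 (percentile 0.56) and epiblast genes -1.61 (percentile 1.99), with no call in either. Adjusted over the list alone, the fibroblast list had 1 member higher, Fbln5 (23.1% and 44.4%), against 0 over all promoters. A tile 18.2 kb from Rgs9 on chromosome 11 (109206801 to 109207200) fell from 94.9% to 29.0%, and an intron tile of Fubp3 on chromosome 2 (31610001 to 31610400) from 96.6% to 44.0%. A tile 6.39 kb from Arnt on chromosome 3 (95427601 to 95428000) rose from 15.1% to 60.3%. With each fragment counted once, 1 tile rose and 13 fell, and no promoter was called.

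From d4 to d6 in KO cells, methylation was lost far more often than gained. It fell in 3398 tiles (1.84%) and rose in 149 (0.0807%), and 56 of 12299 promoters fell while 3 rose. Of the 3398 tiles, 1383 lay in introns, 1335 were intergenic, 509 lay in exons, and 137 and 34 in promoters of high and low CpG ratio. These tiles had a mean level of 14.5% at d0, 75.4% at d4 and 46.9% at d6 in KO. In Ctrl they had 16.2%, 72.0% and 67.5%, and 99.5% of them had risen in KO between d0 and d4. Since the tiles were chosen for a high KO level at d4 and a low level at d6, part of that difference follows from the choice.

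The largest fall was at Scnn1g, the gamma subunit gene of the epithelial sodium channel (5′ end on chromosome 7 at 121734479), from 43.8% of 233 calls to 10.1% of 169 (adjusted p = 6.14e-11, Fisher's exact test). Neu1 fell from 96.2% to 63.9% (adjusted p = 1.02e-09, Fisher's exact test), the potassium channel gene Kcnj13 from 57.8% to 25.5%, Depp1 from 74.4% to 42.9%, and Cldn22 from 80% to 49.5%. The glutathione peroxidase gene Gpx1 (51.2% to 21.8%), the glycan branching gene Gcnt2 (66.7% to 38.7%), and on chromosome X the diacylglycerol kinase gene Dgkk (49.7% to 22.0%) and the synaptophysin gene Syp (58% to 30.7%) fell too. The mismatch repair gene Mlh3 fell from 69.0% to 39.3%. It lies on the distal part of chromosome 12, where KO held more calls than Ctrl. The 3 that rose were Ddx4 (24.6% to 49.0%, adjusted p = 2.72e-09, Fisher's exact test), Gdf3, a TGF-beta family ligand gene of pluripotent cells (20.7% to 41.1%), and Rsph3b, a radial spoke gene (27.7% to 48.6%).

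By list, 2 promoters were called. Of the germline genes 1 of 14 rose, Ddx4, and the median was -0.240, high among the random lists (percentile 99.6). Clustered protocadherins had a median of 0.123 points (percentile 99.95), with none of 27 called. With promoters of 2 kb either side that median was -1.55. Hox genes had a median of -3.30 (percentile 0.07) and none of 33 called, and Hoxc6 had 23.2% and 11.2%. Naive pluripotency genes had a median of -0.0568 (percentile 90.1) with none called. Zfp42 had 23.8% and 35.5%, and Tdh 38.7% and 30.4%. The imprinted gene Grb10, which encodes a growth factor receptor adaptor, fell from 69.6% to 45.8% and was the only call in its list (median -2.56). Dnmt1 had 64.6% and 58.9%, Tet3 66.4% and 57.0%, Cdh1 10.9% and 11.1%, Pou5f1 3.26% and 5.63%, and Zeb2 6.05% and 2.83%. None of these was called. No member of the other lists was called, over all promoters or adjusted over the list alone.

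The tile with the largest fall, at 7:19824801-19825200 and 2.03 kb from Bcl3, went from 81.5% to 19.4%. A tile 368 kb from Sall1 at 8:89412001-89412400 fell from 74.5% to 17.8%, and an intron tile of Sox6 at 7:115568801-115569200 from 88.4% to 35%. Intron tiles of Gab1 (8:80859201-80859600, 27.1% to 66.7%) and Unc5d (8:29194001-29194400, 1.47% to 38.5%) rose. With tiles of at least 3 CpGs, 1938 fell and 94 rose, and with each fragment counted once 87 tiles fell, none rose and no promoter was called. The direction of the excess was kept in all 6 settings tried for the tiles.

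The difference of these d4 to d6 changes between the genotypes was tested per tile. The change was lower in KO than in Ctrl in 1091 tiles and higher in 37, and the mean difference over all tiles was -4.06 points. Of the 3398 tiles that fell in KO, 645 (19.0%) also passed this test. On simulated data it recovered 39.5% and 77% of changes of 30 and 50 points, against 49.5% and 84.5% for the test within KO. For the other tiles, a change lower than that in Ctrl was not shown. On a log odds scale 586 and 18 tiles passed, and with each fragment counted once 5 and 0.

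**Figure D3:**
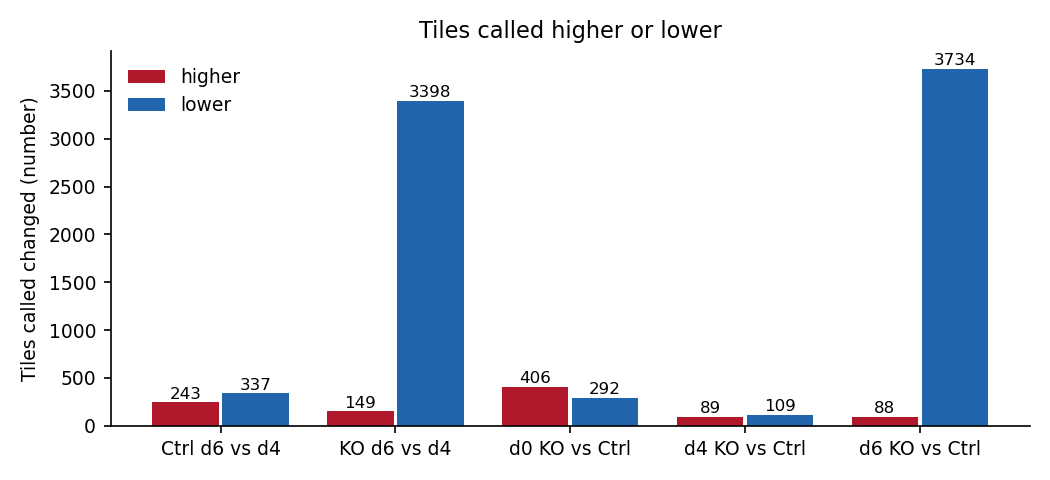
Number of tiles called higher and lower (y axis) in 5 comparisons named on the x axis. KO cells have 3398 lower tiles from d4 to d6 against 337 in Ctrl cells, and 3734 tiles are lower in KO than in Ctrl at d6.

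At d0, where KO is set against Ctrl before differentiation, 406 tiles were higher and 292 lower in KO. Of 12267 promoters 2 were higher and none was lower. The 2 were the Y-linked histone demethylase gene Kdm5d (21.8% in Ctrl, 44.2% in KO) and A630095E13Rik (35.7% and 59.3%). An exon tile of the zinc finger gene Zfp629 at 7:127611601-127612000 had 4.14% in Ctrl and 50.6% in KO. An intron tile of Ezr, which encodes ezrin (17:6744401-6744800), had 3.03% and 49.1%. An exon tile of Rubcn at 16:32835601-32836000 had 62.0% and 19%. Imprinted genes had a median difference of 5.14 points, at percentile 99.99 of the random lists, with none of 9 called, over all promoters or adjusted over the list alone. The median was 1.65 where promoters needed 100 calls. Sgce and Peg10 share a tile (5.49 points at d0) and count as 2 of the 9 members in every median of this list. At d0 this raises the median. Zrsr1 had 14.9% in Ctrl and 26.3% in KO, and Nap1l5 11.8% and 22.4%. The other 14 lists had no call at d0. With each fragment counted once, 5 tiles were higher and none lower, and no promoter was called.

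At d4, 89 tiles were higher and 109 lower in KO than in Ctrl, and of 12335 promoters 11 were higher and 5 lower. Imprinted genes stood out. Their median difference was 15.5 points, at percentile 100, and 2 of 9 were higher in KO, Zrsr1 (19.9% in Ctrl, 41.7% in KO, adjusted p = 9.37e-39, Fisher's exact test) and Nap1l5 (16.1% and 39.2%, adjusted p = 4.18e-08). Exon tiles of the imprinted Gnas gene at 2:174299601-174300000 (17.2% and 56.3%) and 2:174300001-174300400 (21.8% and 55.3%) were higher too. Other promoters higher in KO were D2hgdh, a hydroxyglutarate dehydrogenase gene (9.24% and 37.5%), Dgkk (22.7% and 49.7%), Catsperg2, a sperm ion channel gene (25.9% and 51.2%), the Y-linked helicase gene Ddx3y (25.6% and 49.6%), Cyp2j6 (19.7% and 43.3%), Nhlrc1 (8.86% and 32.3%), Fbxl22 (26.2% and 47.9%) and the synaptonemal complex gene Sycp3 (29.8% and 49.9%). Lower promoters were Zfp951 (53.6% and 30.6%), AC134908.4 (66.5% and 44.5%) and the retrogene Rpl10l (60.6% and 30.4%), which lies on distal chromosome 12. An intron tile of Mycn at 12:12938001-12938400 had 51.7% and 17.9%. Germline genes had 1 higher and 1 lower, Sycp3 and Rpl10l. The other 13 lists had no call, and adjusted over the list alone the counts were the same. Of the machinery genes, Mbd1 had 3.03% and 17.4%. With each fragment counted once, 1 tile and 1 promoter were higher and none lower.

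At d6, which asks whether KO cells hold the methylation of neural progenitors, 3734 tiles (2.02%) were lower in KO and 88 higher, and of 12338 promoters 45 were lower and 5 higher. The lower tiles had means of 15.3%, 72.3% and 75.9% in Ctrl at d0, d4 and d6, and 14.4%, 69.1% and 48.0% in KO. The choice of tiles by their d6 levels raises the Ctrl value and lowers the KO value at d6. Promoters lower in KO were those of Pstpip1, a cytoskeletal adaptor gene of immune cells (68.9% in Ctrl, 35.6% in KO, adjusted p = 4.61e-08, Fisher's exact test), the sodium-glucose cotransporter gene Slc5a1 (61.2% and 28.6%), C1qtnf5 (56.5% and 25.8%), Dlc1 (57.5% and 29.2%), Kcnj13 (53.6% and 25.5%), Uqcrc1 of respiratory complex III (67.1% and 39.4%), Gm48552 (63.5% and 36.1%) and Dusp27 (66.0% and 39.2%). Gpx2 (57.4% and 28.3%) and Fbln5, an elastic fibre gene (44.4% and 18.1%), were lower as well and lie on distal chromosome 12. The promoters higher in KO were those of the imprinted genes Sgce and Peg10, which share a tile (18.6% and 70.7%, 75 calls in KO, adjusted p = 2.67e-10, Fisher's exact test), the imprinted Nnat (19% and 46.0%, adjusted p = 1.64e-14), D2hgdh (9.85% and 35.3%) and Ddx3y (19.8% and 45.2%).

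Of the imprinted genes 3 of 9 were higher in KO at d6, 2 of them through the shared tile, with a median of 11.5 points at percentile 100. Where promoters needed 100 calls the median was 4.58. Germline genes had 1 of 14 lower, Rpl10l (67.7% and 41.4%), with a median of -3.42 (percentile 73.2). Naive pluripotency genes had none of 11 called and a median of -3.50 (percentile 3.2). Tdh had 45.9% in Ctrl and 30.4% in KO (adjusted p = 9.01e-08 by Fisher's exact test, short of the 20-point minimum), and Dppa3 56.1% and 48.3%. Of the fibroblast list 1 of 4 was lower, Fbln5, while its median was 1.04, and of the machinery list none, with Mbd1 at 8.84% and 25.9%. Hoxa3 had 29.1% and 10.7%, and Pcdhb13 49.1% and 31.3%, neither called. Pou5f1 had 11.6% and 5.63%, and Zeb2 0.754% and 2.83%. No member of the remaining lists was called, and adjusted over the list alone the counts were the same.

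Among tiles, an exon of Exosc5 and Tmem91 at 7:25670401-25670800 had 95.1% in Ctrl and 40.8% in KO. A tile 71.0 kb from Gas1 at 13:60248401-60248800 had 90.4% and 37.8%, and an intron tile of the helicase gene Pif1 at 9:65592401-65592800 had 92.1% and 43.6%. Higher in KO were the tile at the Nnat and Blcap promoters (2:157560401-157560800, 16.1% and 68.3%), that of Sgce and Peg10 (6:4747201-4747600, 18.6% and 70.7%) and an intron tile of Ehbp1 (11:22007201-22007600, 16.4% and 56.0%). With tiles of at least 3 CpGs, 2035 were lower and 32 higher. With each fragment counted once, 82 tiles were lower and 1 higher, and no promoter was called.

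**Figure D4:**
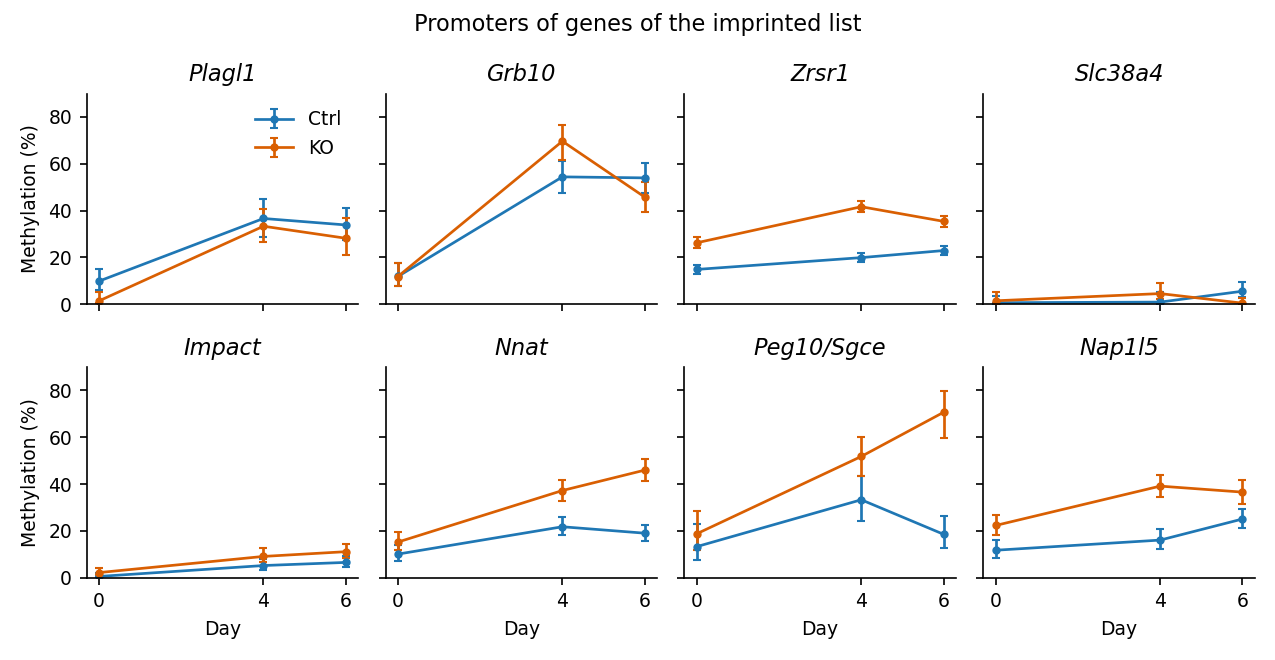
Methylation level (y axis, percent) of 8 promoters of imprinted genes at d0, d4 and d6 (x axis) in Ctrl and KO cells, with 95% Wilson intervals of the pooled calls as bars. Sgce and Peg10 share a tile and are drawn once. At d6 it stands at 18.6% in Ctrl and 70.7% in KO, while Grb10, Plagl1 and Slc38a4 lie lower in KO.

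Tiles lower in KO at d6 than at d4 and tiles lower in KO than in Ctrl at d6 had 1307 tiles in common, 38.5% of the first set and 35.0% of the second. Both comparisons use the KO d6 calls. Independent lists of these sizes would share 68.7 tiles. The changes correlated across tiles with r = 0.648, against 0.570 in a simulation with the shared calls and no effect, and their covariance was 52.8 against 29.7. No tile was called in that simulation, so it gives no value for the overlap. Tiles are not independent replicates, and part of the overlap may come from the shared calls. Among tiles of at least 3 CpGs, 834 were shared.

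The share of calls per chromosome was compared between the lines to see whether coverage was even. On chromosome 12 beyond 35 Mb, which holds 7104 tiles and 516 protein-coding genes, the ratio of KO to Ctrl was 1.43 at d0, 1.46 at d4 and 1.43 at d6. On chromosome 17 beyond 61 Mb, with 1244 tiles and 148 genes, it was 0.523, 0.519 and 0.531. The proximal parts of both chromosomes had ratios from 0.975 to 1.03. The 230 segments of 10 Mb on the other autosomes lay between 0.942 and 1.14 at d0, 0.955 and 1.12 at d4, and 0.792 and 1.09 at d6. The ratio for the whole of chromosome 8 was 1.09, 1.03 and 1.03 on the 3 days, and for chromosome Y, with 138 tiles, 1.32, 1.36 and 1.36. Methylation levels on distal chromosomes 12 and 17 moved much as elsewhere, with a mean change from d4 to d6 in KO of -5.15 points on distal chromosome 12 and -4.95 on distal chromosome 17. Without both chromosomes, 3103 tiles fell and 135 rose from d4 to d6 in KO, an alternative chosen after seeing the data.

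**Figure D5:**
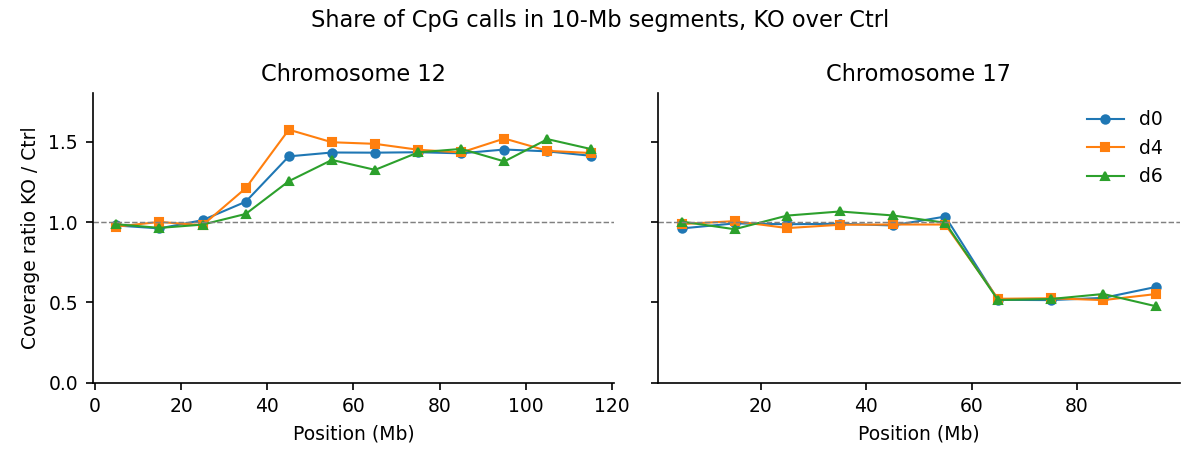
Ratio of the KO to the Ctrl share of calls (y axis) along chromosomes 12 and 17 (x axis, Mb) in 10-Mb segments at d0, d4 and d6. Beyond 35 Mb on chromosome 12 the ratio over the whole part is 1.43 at d0, and beyond 61 Mb on chromosome 17 it is 0.523.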

Values the study reported

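The study averaged CpG methylation over a total of 1,84,564 tiles, as the number is written there, set a minimum number of CpGs per tile, and called a tile when its level changed by >20% with a q value <0.05. From d0 to d4 it reported a gain in 33.8% of tiles for Ctrl and 33.5% for KO cells. For Ctrl cells between d4 and d6 it gave gain or loss in 0.1% of tiles. For KO cells over the same days it gave 1806 tiles with lower methylation (1%) and 90 with higher methylation (0.05%). Set against Ctrl at d6, the KO cells were reported with 1938 tiles of lower methylation (1%).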

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

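The tests of depth, over-conversion and uniform return with counting error only were planned before their results were seen, and the tests of spread, of the share of tiles that fall and of imprinted promoters were chosen only after the result was seen. By a test of the difference itself on pooled calls, the change from d4 to d6 was lower in KO than in Ctrl in 1091 tiles and higher in 37. On the log odds scale these were 586 and 18, and with each fragment counted once 5 and 0. At imprinted promoters the KO minus Ctrl difference grew by 9.21 points between d0 and d4, with an SE of 1.42 when every call counts and 4.95 with fragments counted once. The first SE flagged it, and the growth is less than 2 of the second. The difference was 7.26 points at d0, 16.5 at d4 and 10.8 at d6.

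The lower methylation of KO cells at d6 was weighed against depth, over-conversion by bisulfite, a loss confined to a small part of the tiles and a uniform return toward the d0 level. With all tiles thinned to the same number of calls in the 6 groups, 21.3 tiles fell for each that rose (1977 and 93), which argues against depth as the cause. Over-conversion would lower all highly methylated tiles by the same relative amount, but among tiles above 70% in Ctrl at d4 the fall was 5.74% in those above 40% at d0 and 14.2% in those under 10%, a ratio of 0.403 (0.394 to 0.424 over resampled chromosomes). From d4 to d6 in KO, 72.5% of tiles had a lower level, by any amount, and 25.4% a higher level. The median change was -4.09 points. In Ctrl the shares were 55.2% lower and 43.0% higher. On each autosome at least 71.1% of tiles had a lower level in KO, which argues against a loss confined to a small part of the tiles. A uniform return, as from a share of cells with d0-like methylation, gave 0.323 of the observed calls with counting error only and 0.735 with the spread between groups at d4 added. The first value met the bound set beforehand for rejecting a uniform return. That simulation held no spread between libraries, and the second was chosen after its result was seen. The added spread was taken between Ctrl and KO at d4, so it also holds differences between the lines. A uniform return and a broad loss that is larger in certain tiles therefore cannot be told apart, and the absence of Zeb2 remains an untested explanation.

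The higher methylation of imprinted promoters in KO was weighed against a base variant between the lines and a difference already present in the ground state. A variant that removes a CpG in Ctrl would keep the ratio of Ctrl to KO levels fixed. That ratio at d6 was 1.21 times that at d4 (0.824 to 1.78 with fragments counted once). With these few fragments the ratio cannot decide. A lost CpG affects 1 locus. In KO, 8 of the 9 genes at d4 and 6 at d6 had a higher level, on several chromosomes. Zrsr1, with 45 CpG cytosines, had 19.9% in Ctrl and 41.7% in KO at d4. These values argue against 1 variant as the cause of the whole pattern. Separate variants at single promoters cannot be told apart from other explanations. The list median at d0 lay at percentile 99.99 of the random lists, though it was 1.65 points against 5.14 where promoters needed 100 calls. Sgce and Peg10 share a tile and count as 2 of the 9 members, which raises the d0 median. The percentile with them counted once was not computed. A difference between the lines before differentiation would give a raised d0 median, and may reflect the history of the lines rather than Zeb2. The groups do not separate the line from the genotype.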

How the results depend on the processing

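The alternative that leaves out chromosomes 12 and 17 was chosen only after the data were seen, and all others were listed before. No paired analysis was possible because the tables hold the pooled calls of the 2 libraries of a group. For that reason leaving out a library, a replicate block and other splits of the samples could not be run. The excess of rises from d0 to d4, and of falls in KO from d4 to d6 and against Ctrl at d6, was kept for tiles in all 6 settings. For promoters the rises kept it in 4 settings, and the falls in 3, with no promoter called in the remaining setting, where each fragment counted once. The excess of lower tiles in KO against Ctrl at d4 was kept in 5 of 6 settings and turned with each fragment counted once, where 1 tile was higher and 0 lower.

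With tiles of at least 3 CpGs fewer tiles were tested, and d4 against d0 gave 62469 higher and 0 lower in Ctrl and 61910 higher and 0 lower in KO. Of the falls over all tiles, 18 of 19 in Ctrl and 26 of 29 in KO lay in tiles with 1 CpG, which that setting leaves out. KO d6 against d4 gave 94 higher and 1938 lower, KO against Ctrl at d6 gave 32 and 2035, and the overlap was 834. Mean levels were 48.4% and 47.7% in Ctrl at d4 and d6, and 15.4%, 47.6% and 42.5% in KO at d0, d4 and d6. With at least 30 calls, d4 against d0 gave 1 lower tile in Ctrl and 1 in KO, and the means were 15.9%, 48.5% and 47.6% in Ctrl and 15.7%, 47.5% and 42.4% in KO. In the authors' deposited table the q-value gave 48 lower tiles in Ctrl and 62 in KO from d0 to d4. Weighted by coverage, the means were 14.5%, 44.0% and 43.8% in Ctrl and 14.4%, 43.7% and 38.3% in KO. Weighted by CpG number they were 14.0%, 43.1% and 42.3% in Ctrl and 13.9%, 42.3% and 37.8% in KO. On autosomes, Ctrl had 15.6% at d0 and 46.2% at d6, and KO 15.4% at d0 and 46.0% at d4. Beyond the smaller number of tiles tested, the cause was not tested.

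With each fragment counted once, fewer calls entered each test, which recovered few changes of 30 points on simulated data with 200 changed tiles. Tiles called higher and lower were then 1 and 13 in Ctrl from d4 to d6, 0 and 87 in KO, 5 and 0 in KO against Ctrl at d0, 1 and 0 at d4, and 1 and 82 at d6. The difference of changes gave 0 higher and 5 lower. Promoters gave 0 and 0 in Ctrl from d4 to d6, 0 and 0 in KO, 0 higher at d0, 1 and 0 at d4, and 0 and 0 at d6. On the log odds scale the difference of changes gave 18 higher and 586 lower tiles, and the cause was not tested.

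With promoters of 2 kb either side, 3345 rose from d0 to d4 in Ctrl and 1 was higher in KO at d0. With at least 100 calls, where fewer promoters were tested, Ctrl d6 against d4 gave 5 higher, KO d6 against d4 gave 34 lower, KO against Ctrl at d4 gave 2 lower, and at d6 gave 2 higher and 27 lower. Without chromosomes 12 and 17, 3 promoters were lower in KO at d4, since fewer were tested. List medians that moved were 1.65 (d0) and 4.58 (d6) for imprinted genes with at least 100 calls and 12.9 at d4 with 2 kb, 43.2 for germline genes from d0 to d4 in Ctrl with at least 100 calls and without chromosomes 12 and 17, and with 2 kb -1.55 for protocadherins and -4.25 for Hox genes in KO from d4 to d6. In simulated data with 200 changed tiles, a change of 30 points was recovered in 38% of them for d4 against d0 in Ctrl. For KO against Ctrl at d6 the share was 53%. The adjustment is stricter when few tiles change, so these shares do not show how far depth limited the calls in the real comparisons.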

Other observations

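The share of the gained methylation that KO cells had lost by d6 was computed for tiles and gene lists. It was chosen only after the main results were seen, as were the counts at imprinted promoters and the tests of chromosome coverage. Over all tiles, KO lost 16.1% of the rise between d0 and d4, and the share lay between 15.7% and 18.0% in 9 classes of tiles sorted by their rise in Ctrl. It was 15.1% in exons, 16.6% in introns and 18.7% in promoters of high CpG ratio. Ctrl tiles with the strongest rise changed by -6.09 points on average from d4 to d6, and KO changed by -11.3 in the same tiles. Sorting on the Ctrl d4 level itself pulls the Ctrl value down, so the Ctrl and KO values are not set against each other.

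Among promoters, calls were summed over each list, and intervals come from resampled genes. All promoters lost 18.5% of the rise in KO. Germline genes lost -4.67% (-20.0 to 5.38), with 12.2% at d0, 47.5% at d4 and 49.2% at d6. Naive pluripotency genes lost 1.36% (-20.2 to 17.9), endoderm genes 31.0% (7.05 to 50.6) and epiblast genes -4.03% (-145 to 260), and clustered protocadherins lost 11.3% (0.339 to 18.8). The pluripotency genes the study followed, 4 promoters, had 6.03% at d4 and 6.02% at d6. Hox genes lost 37.2% (26.2 to 50.8), neural genes 37.4% (20.7 to 54.6), and epithelial and mesenchymal genes 34.5% (18.2 to 60.2). Ctrl levels also fell from d4 to d6 at Hox genes, from 11.2% to 9.04%, at neural genes, from 7.37% to 5.46%, and at epithelial and mesenchymal genes, from 9.25% to 8.51%, and rose at germline genes, from 45.9% to 51.9%. At d6 neural genes had 5.74% in KO, and epithelial and mesenchymal genes 8.57%, neither below Ctrl. Hox genes in KO lay 16.4% of the way from Ctrl at d6 to KO at d0 (-1.50 to 29.95), an interval that holds the 10.8% of all promoters. These values do not show a loss particular to KO at Hox, neural, and epithelial and mesenchymal genes. By the same measure naive pluripotency genes lay 22.9% of the way (2.64 to 31.4), where Ctrl rose from 11.9% to 14.0%. Endoderm genes lay 23.0% of the way (8.05 to 36.6), clustered protocadherins 13.9% (3.47 to 20.6) and germline genes 6.92% (-0.629 to 11.8). Each of these intervals also holds the 10.8% of all promoters, so none shows a loss in KO beyond that of all promoters.

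Imprinted promoters were also counted among called tiles. Of the 184564 tiles 15 lie at promoters of the imprinted list, and 3 of the 89 tiles higher in KO at d4 and 3 of the 88 at d6 were among them. None of the 406 tiles higher at d0 was. These tiles hold calls of the promoters named in the report, so the counts are no separate evidence. Summed over 8 promoters, the level was 11.1%, 20.5% and 22.1% in Ctrl and 18.4%, 37.0% and 32.9% in KO. At d6, 6 of the 9 genes had a higher level in KO. Zrsr1 holds 45 CpG cytosines and more of these calls than any other gene of the list, so the sums rest largely on it.

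The coverage of distal chromosomes 12 and 17 was weighed against sequence content and chromosome copies. After matching on GC content and CpG number, the ratio on distal chromosome 17 at d6 was 0.538, outside the range of the segments on other autosomes (0.825 to 1.07), which argues against sequence content as the cause. The lowest matched ratio on distal chromosome 12 was 1.43, near that of an extra copy in a diploid line, and the ratio on chromosome 17 is near that of a lost copy. As a hypothesis, the KO line may carry 3 copies of distal chromosome 12 and 1 of distal chromosome 17. No karyotype was used here, and mixed cell populations were not tested. The higher share of calls on chromosome Y in KO was not tested.

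Over all deposited tiles, the share that gained methylation from d0 to d4 was 64.5% in Ctrl and 64.0% in KO. Both are higher than the values quoted from the study above. Those values lie near the tiles of at least 3 CpGs that rose, taken as a share of all tiles (33.9% and 33.5%). The 2 kinds of share count different tiles over the same total. They do not show that fewer of the tiles with at least 3 CpGs gained. In Ctrl, 81.1% of tiles with 3 to 5 CpGs rose, and 54.8% of those with 6 or more. From d4 to d6, 0.183% of tiles fell in Ctrl. That is higher than the share quoted above. In KO, 3398 tiles (1.84%) fell and 149 rose over these days. These are higher than the numbers quoted above. At d6, 3734 tiles (2.02%) were lower in KO than in Ctrl. That is higher than the number quoted above. The methods of the study set a minimum number of CpGs per tile, which these values over all tiles do not apply. With tiles of at least 3 CpGs, 62469 tiles rose in Ctrl and 61910 in KO from d0 to d4, 1938 fell in KO from d4 to d6, and 2035 were lower in KO at d6. At that filter the authors' deposited table holds 62496 tiles (33.9% of all tiles) and 61919 tiles (33.5%) that rose from d0 to d4, 1806 that fell in KO from d4 to d6, and 1934 that were lower in KO at d6.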
